A study of Mus musculus with 12 samples. Its data were reported in "Impaired nitrogenous waste clearance promotes hepatocellular carcinoma" (2026).

How the data were processed

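RNA was measured in bulk from the livers of 12 mice, 1 library per mouse, in 4 groups of 3. The groups were CD Vec, CD c-MET/β-catenin, LPD Vec and LPD c-MET/β-catenin, where CD is chow diet, LPD is low-protein diet and Vec is empty vector. Libraries were assigned to groups by the titles and descriptions in the labels, each of which names its column of the count table. Those titles call the vector controls WT. The column names call the chow samples HPD, which elsewhere in the study stands for a high-protein diet, and the chow reading of the labels was kept. The labels describe library preparation with depletion of ribosomal RNA, whereas the methods of the study describe selection of mRNA.

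The values in the count table are integer read counts per gene, deposited as made by the authors. Per the authors' methods and the file's header, reads were aligned to the mouse genome (mm10) with HISAT2 and counted per gene with featureCounts under Entrez identifiers. Tool versions, the strand setting used in counting and the handling of reads that map to several places are not stated, so counts of genes with near-identical copies are uncertain. No normalization had been applied. A second header line carries 1 dataset number per column, and these numbers fall into 3 runs separated by gaps. The labels do not explain them.

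The table held 27179 genes. Identifiers were matched to symbols with the RefSeq annotation of GRCm38.p6 (25275 genes) and with GENCODE M21 (18 more), and 1886 had no symbol, so 93.1% had a symbol. No line of the table lacked a gene, and all 12 columns were mapped. Totals ranged from 19476209 to 31990267 counts per library, and the 20 genes with the highest counts took 21.2% to 26.6% of them. The trimmed mean of M values (TMM) factors ranged from 0.864 to 1.12. At these totals a gene at 1 CPM has at least 19.48 counts in the smallest library before scaling, so changes in genes below that level are imprecise.

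Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, the filterByExpr filter and the quasi-likelihood test with robust estimation of dispersion. All 4 groups entered 1 fit, with 1 coefficient per group and no covariate, so that groups of 3 share an estimate of the spread. After filtering, 13947 genes were tested and 13232 were not. The common dispersion was 0.0537. Comparisons were c-MET/β-catenin against Vec on CD and on LPD, LPD against CD in Vec and in c-MET/β-catenin, and the injection by diet interaction. The interaction is the log2 fold change of c-MET/β-catenin against Vec on LPD minus that on CD. All p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. Standard errors are the absolute log2 fold change over the square root of the F statistic. CPM are scaled by TMM. For genes with at most 3 counts in every library of a group, the fold change was computed against that floor and is given as a lower bound.

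The 5 UCEs were adjusted over all genes and also over the list alone. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes, for 26 lists and 5 comparisons, and p-values were adjusted over all 130 tests. The rotation test fry and camera with an estimated correlation served as alternatives. The lists were short sets of named genes for liver zones, proliferation, metabolism and cell types. Lists share genes, and the overlaps named with the results are not all of them. The zone 3, zone 1, serine catabolism, Atf4, biological oxidations and cholangiocyte lists also hold genes of other lists. Results of different lists are therefore not independent. Genes were named in the text by a rule. It took the genes of those lists, together with, for each comparison, the 3 with the largest positive and the 3 with the largest negative log2 fold change. The latter had to be called, have a mean of at least 5 CPM, be separated between all replicates of the groups (except for the interaction) and carry a full symbol. A gene that the rule gave for diet in c-MET/β-catenin livers and for the interaction is not reported here.

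Tempered genes were those called on CD and called in the opposite direction between LPD and CD in c-MET/β-catenin livers. The slope of the LPD effect on the CD effect was fitted through the origin by least squares. Clusters were made by k-means with k of 2 and 25 starts on standardized log2(CPM + 4) of the 1000 genes with the largest SD. Principal components were computed on log2 CPM with a prior count of 2. Because comparisons share libraries, they were checked against simulated count tables, 20 for each case, in which a pair of groups was set equal or the fold change was the same on both diets. A further 20 had no interaction in CD c-MET/β-catenin replicate 2. In all of these each gene was drawn on its own, so differences between mice that many genes share were left out.

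The calls were tested on simulated data with the same groups, totals and dispersion, in which 200 of the 13947 genes were changed 4-fold. Of these, 90% were called, and 3.7% of called genes were not changed. For the interaction, 76.5% were called, and 7.8% of called genes were not changed. An unchanged comparison gave 0 calls. Fitted medians were 2.02 for raised and -1.98 for lowered genes. A simulated list of 10 raised genes had p of 1.07e-60 by camera, 1.3e-07 with an estimated correlation and 1.53e-10 by fry, and of 100 unchanged lists 0, 0 and 7 had p under 0.05.

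The tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2 1.42.0 with its own size factors, its factors within edgeR (RLE), total counts only, no filter on low counts, a filter at 1 CPM, removal of the 20 genes with the highest counts, and fits to the 2 groups compared. They also covered the replicate number as a block, other thresholds, other list tests, other settings for clusters and slope, and leaving out each library. A term for the header runs, a covariate for the circadian clock and removal of trends with GC content and transcript length were chosen after seeing the data. CD c-MET/β-catenin replicates 1 and 2 form a run by themselves. With the header term, replicate 3 alone therefore sets the level of that group, and a lost call need not mean a difference between runs. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Human transgene reads were not measured separately, since only counts on mouse genes were used here. Whether some of them were counted under mouse Met or Ctnnb1 was not tested.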

Results

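Bulk RNA-seq was performed on livers from 4 groups of mice, with 3 mice and 3 libraries in each group. Mice received chow diet (CD) or low-protein diet (LPD), and empty vector (Vec) or oncogenes were injected. The oncogenes were human c-MET and an N-terminally truncated, constitutively active β-catenin, which drive hepatocellular carcinoma (HCC) in mice. A hydrodynamic injection into the tail vein carried the plasmids to hepatocytes, where Sleeping Beauty transposase inserts them into the genome. All groups were harvested when the oncogene-injected mice on CD reached their end point. The deposited column names call the chow diet HPD, and the groups here follow the labels, which call it chow.

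The 12 libraries held between 19476209 and 31990267 counts over genes. CD Vec replicates 1, 2 and 3 had totals of 21232900, 20369103 and 20982400 counts. CD c-MET/β-catenin replicates 1, 2 and 3 had totals of 31990267, 21852133 and 24414036 counts. LPD Vec replicates 1, 2 and 3 had totals of 22673323, 23540178 and 19984390 counts. LPD c-MET/β-catenin replicates 1, 2 and 3 had totals of 19476209, 26835788 and 22457084 counts. Of the 27179 genes counted, 13947 had enough counts to be tested. The biological coefficient of variation was 23.2%. No replicate pair was a duplicate, since the chi-square per gene between replicates was at least 27.3. Pearson correlations of log2 CPM (counts relative to the library total) across genes between replicates lay between 0.961 and 0.988, where genes are not independent replicates. Every library held the Y-linked transcript of Ddx3y, with group means between 80.56 and 89.63 CPM.

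The first principal component carried 54% of the variance and separated the oncogene livers on CD from all others. CD c-MET/β-catenin libraries lay between 76.4 and 91.7 on it, and LPD c-MET/β-catenin libraries between -7.1 and 12.6. The Vec libraries lay between -60.2 and -31.5 on both diets. On the second component, with 9.8% of the variance, CD Vec replicate 2 lay at 60, apart from every other library.

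**Figure D1:**
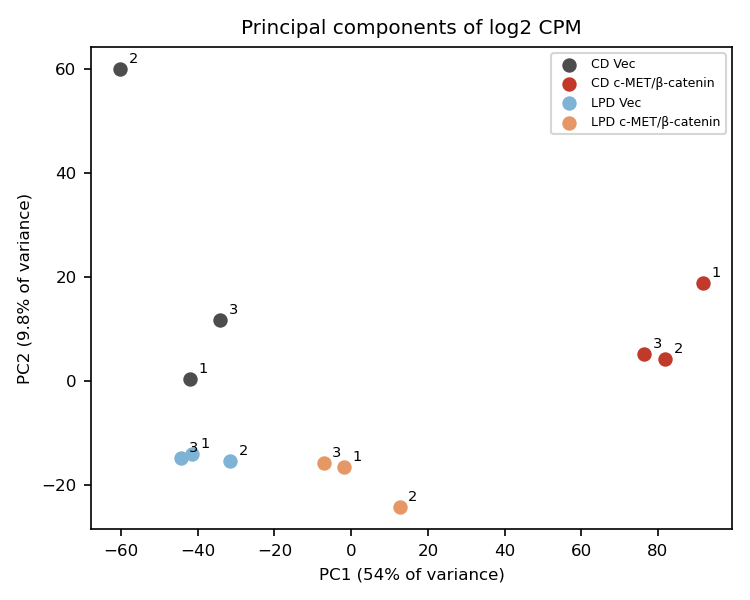
Each point is 1 library, placed by its score on the first (54% of the variance) and second (9.8%) principal component of log2 CPM, coloured by group and numbered by replicate. The 3 LPD c-MET/β-catenin libraries lie between -7.1 and 12.6 on the first component, between the Vec libraries and the CD c-MET/β-catenin libraries at 76.4 to 91.7.

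To check that the injected oncogenes acted in these livers, transcripts of the endogenous loci and of β-catenin targets were examined first. Reads were aligned to the mouse genome, so the human c-MET transgene was not measured directly. Whether reads of the transgenes were counted under mouse Met or Ctnnb1 was not tested, so these counts may not be of the endogenous loci alone. Met differed little between c-MET/β-catenin and Vec livers on CD (log2 fold change -0.26, SE 0.20, adjusted p = 0.349), and it was higher by 0.02 when libraries were scaled by total counts only. Ctnnb1 was higher by a log2 fold change of 0.33 (SE 0.15, adjusted p = 0.109), less than the test could separate from the spread between mice. The Ctnnb1 call depended on scaling and on single libraries, since total counts only gave 0.62 (adjusted p = 0.0111) and leaving out CD c-MET/β-catenin replicate 1 gave 0.45 (adjusted p = 0.0300). Leaving out CD Vec replicate 2 lowered Met to -0.48 (adjusted p = 0.0349). The β-catenin target Glul (Entrez 14645, chromosome 1 from 153899929 to 153909723), which encodes glutamine synthetase, rose from 875.4 ± 124.6 CPM in CD Vec to 7524 ± 1002 CPM in CD c-MET/β-catenin (SD, n = 3 each). Its log2 fold change was 3.10 (SE 0.22, adjusted p = 8.9e-06). Axin2 (Entrez 12006, chromosome 11 from 108917828 to 108950783) rose by a log2 fold change of 3.26 (SE 0.24, adjusted p = 9.61e-06), and Lgr5 by 3.38 (SE 0.51, adjusted p = 0.000499).

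The effect of c-MET/β-catenin was then compared on each diet. On CD, 4933 genes differed from Vec, of which 2603 were higher and 2330 lower, and 2659 differed by at least 2-fold. On LPD, 184 genes differed, of which 161 were higher and 23 lower, and 176 differed by at least 2-fold. Without adjustment, 6294 genes on CD and 1545 genes on LPD had p under 0.05. The alternative that moved the CD count most was a term for the runs of dataset numbers in the count table's header, under which 945 genes were called, 926 of them among the 4933. On LPD that term gave 75 genes, 73 of them among the 184, whereas fits to the 2 groups compared gave 505 and DESeq2 481. The LPD count ranged from 52 without LPD Vec replicate 1 to 254 without CD Vec replicate 2. Scaling by total counts only shifted the median log2 fold change of all genes to 0.278 on CD and 0.121 on LPD, and the share of higher genes on CD from 52.8% to 78.8%.

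Diet was compared within each injection. In Vec livers, 43 genes differed between LPD and CD, 26 higher and 17 lower, and 1377 had an unadjusted p under 0.05. That count ranged from 5 without LPD Vec replicate 3 to 104 without CD c-MET/β-catenin replicate 1. In c-MET/β-catenin livers, 2784 genes differed between the diets, 1208 higher and 1576 lower on LPD, and 1505 of them by at least 2-fold. Leaving out LPD c-MET/β-catenin replicate 3 lowered the count of 2784 to 1585. The share of higher genes was 43.4%, against 34.3% with total counts only, 28.6% with the header term and 38.4% with a clock covariate. The injection by diet interaction tests whether the oncogene effect itself differed between the diets. It was past the threshold for 1243 genes, 626 above 0 and 617 below (50.4% above), and 3600 genes had an unadjusted p under 0.05. Total counts only gave 1271 genes, 29% above 0, with a median shift of -0.156 over all genes, and the share was 37.6% with the header term and 37% with a clock covariate. Without LPD Vec replicate 2, 391 interaction genes were called, and with the header term 85.

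The c-MET/β-catenin model was studied for its repression of the urea cycle enzymes (UCEs), which convert ammonia into urea. The deposited table identifies the 5 UCE genes by Entrez number, and their mouse positions are on build mm10 (GRCm38). Cps1 (227231) lies on chromosome 1 from 67122426 to 67231267. Otc (18416) lies on chromosome X from 10252230 to 10321024, and Ass1 (11898) on chromosome 2 from 31470270 to 31520670. Asl (109900) lies on chromosome 5 from 130011258 to 130024381, and Arg1 (11846) on chromosome 10 from 24915207 to 24927470. All 5 are annotated as protein coding, and counts cover the exons of the gene.

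On CD, all 5 UCE transcripts were lower in c-MET/β-catenin than in Vec livers. Cps1 fell from 2653 ± 562.4 to 309 ± 182 CPM (SD, n = 3 each), a log2 fold change of -3.10 (SE 0.48, adjusted p = 0.000577). Otc fell from 516 ± 40.5 to 80.5 ± 42.0 CPM, a log2 fold change of -2.68 (SE 0.34, adjusted p = 0.000167). Ass1 fell from 1602 ± 662 to 298 ± 173 CPM, a log2 fold change of -2.42 (SE 0.44, adjusted p = 0.00145). Asl fell from 620 ± 95.0 to 184 ± 28.3 CPM, a log2 fold change of -1.75 (SE 0.18, adjusted p = 5.36e-05). Arg1 fell from 1297 ± 158 to 296 ± 152 CPM, a log2 fold change of -2.13 (SE 0.35, adjusted p = 0.000752). In each case the 3 oncogene libraries lay below the 3 Vec libraries. All 5 calls held in each of the 12 fits that left out 1 library. With the header term, 2 of the 5 were called on CD, and Cps1, Ass1 and Arg1 had adjusted p of 0.0785, 0.113 and 0.0893.

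On LPD, the same comparison gave log2 fold changes of -0.38 for Cps1, -0.20 for Otc, -0.66 for Ass1, -0.25 for Asl and -0.25 for Arg1. None of the 5 was called, 0 had an unadjusted p under 0.05, and the adjusted p ranged from 0.656 to 0.911. The interaction tested the difference between the diets. It was 2.72 for Cps1 (SE 0.64, adjusted p = 0.0262), 2.48 for Otc (SE 0.46, adjusted p = 0.0107) and 1.5 for Asl (SE 0.26, adjusted p = 0.00751). For Arg1 it was 1.89 (SE 0.48, adjusted p = 0.0337) and for Ass1 1.77 (SE 0.60, adjusted p = 0.0860), which did not pass here and passed under DESeq2 (1.76, adjusted p = 0.0228). The Otc and Asl calls held without any single library. Cps1 and Arg1 each lost the call in 6 of the 12 such fits, with adjusted p from 0.0502 to 0.0742 and from 0.0530 to 0.0934, and Ass1 gained it without CD c-MET/β-catenin replicate 3 (2.27, adjusted p = 0.0302). Adjusted over the list alone, 5 of 5 UCEs passed for the interaction, as they did on CD, and 0 passed on LPD. With the header term, 0 of 5 passed for the interaction over all genes and 4 had an unadjusted p under 0.05. With a clock covariate Otc did not pass (2.46, adjusted p = 0.114).

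The levels showed where the differences arose. In LPD Vec livers, Cps1 was at 1172 ± 381 CPM, Otc at 257 ± 51.8, Ass1 at 584 ± 151, Asl at 276 ± 51.9 and Arg1 at 887 ± 160 CPM (SD, n = 3 each). In LPD c-MET/β-catenin livers, Cps1 was at 901 ± 316 CPM, Otc at 223 ± 56.7, Ass1 at 370 ± 64.0, Asl at 232 ± 27.9 and Arg1 at 748 ± 198 CPM. All 5 were thus lower on LPD than on CD in Vec livers, and the difference for Asl passed the threshold (log2 fold change -1.17, SE 0.18, adjusted p = 0.0262). That call was lost without CD Vec replicate 2 or 3 and without LPD Vec replicate 2 or 3, with adjusted p from 0.0624 to 0.151. Adjusted over the list alone, 4 of the 5 passed in Vec livers. Between the diets in c-MET/β-catenin livers, Cps1 (1.54, SE 0.46, adjusted p = 0.0337), Otc (1.47, SE 0.33, adjusted p = 0.00940) and Arg1 (1.34, SE 0.34, adjusted p = 0.0176) were higher on LPD. Ass1 (0.31, adjusted p = 0.650) and Asl (0.33, adjusted p = 0.220) did not pass, and 3 of the 5 passed when adjusted over the list alone. The Cps1 call was lost without CD c-MET/β-catenin replicate 1 (adjusted p = 0.0807) or 2 (0.0548) and without LPD c-MET/β-catenin replicate 1 (0.0950) or 3 (0.101). The Arg1 call was lost without LPD c-MET/β-catenin replicate 3 (1.10, adjusted p = 0.0722), and Ass1 fell to -0.05 without CD c-MET/β-catenin replicate 2. All 3 calls were lost with the header term, at 0.93 for Cps1 (adjusted p = 0.501), 0.82 for Otc (0.238) and 1.28 for Arg1 (0.248). The Otc call was also lost with a clock covariate (1.46, adjusted p = 0.0535).

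**Figure D2:**
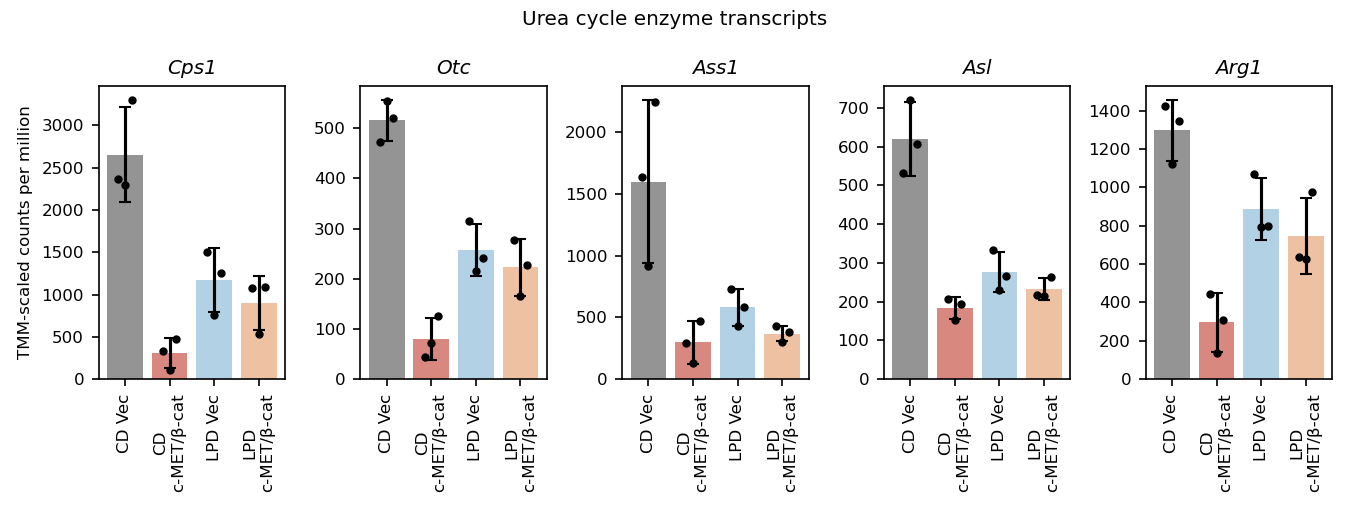
TMM-scaled CPM of the 5 UCE transcripts in the 4 groups; bars are means, error bars SD over 3 mice, and points single libraries. Cps1 stood at 2653 CPM in CD Vec, 309 in CD c-MET/β-catenin, 1172 in LPD Vec and 901 in LPD c-MET/β-catenin.

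Glul and Axin2 were raised on both diets, and less on LPD. On LPD, Glul rose by a log2 fold change of 1.71 (SE 0.21, adjusted p = 0.00241), from 1067 ± 132.3 to 3497 ± 879 CPM, and the interaction was -1.39 (SE 0.29, adjusted p = 0.0169). Axin2 rose by 1.63 (SE 0.23, adjusted p = 0.00485) on LPD, with an interaction of -1.63 (SE 0.32, adjusted p = 0.0128). The proliferation marker Mki67 rose by 4.73 on CD (SE 0.53, adjusted p = 9.72e-05) and by 3.27 on LPD (SE 0.52, adjusted p = 0.0105). Its call on LPD was lost without LPD Vec replicate 1, 2 or 3 (adjusted p from 0.0584 to 0.0708). Its interaction of -1.46 did not pass (adjusted p = 0.220), although Mki67 was lower on LPD than on CD within c-MET/β-catenin livers (-1.74, adjusted p = 0.0191). Pcna differed by 0.13 on CD (adjusted p = 0.575), and by -0.09 without CD c-MET/β-catenin replicate 3. Acta2, which encodes α-smooth muscle actin, rose by 2.91 on CD (adjusted p = 0.00686) and was lower on LPD by -2.27 in c-MET/β-catenin livers (adjusted p = 0.0313). The latter became -1.53 (adjusted p = 0.124) without CD c-MET/β-catenin replicate 1, and was also lost without CD c-MET/β-catenin replicate 2 (adjusted p = 0.0537) or LPD c-MET/β-catenin replicate 1 (0.0798) or 3 (0.101). Acta2 with the header term was 0.77 on CD (adjusted p = 0.636) and -0.51 between the diets (adjusted p = 0.777), and with a clock covariate 2.51 (adjusted p = 0.112) and -2.07 (adjusted p = 0.0963). The interactions of Glul and Axin2 lost their calls under both terms, with adjusted p from 0.115 to 0.176. Mki67 lost its call on LPD with the header term (adjusted p = 0.0569) and that between the diets with either term (0.0747 and 0.0621). Cad, which encodes the first enzyme of pyrimidine synthesis, differed by -0.28 on CD (adjusted p = 0.441) and by 0.20 without CD Vec replicate 2.

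Genes whose change on CD was tempered on LPD were counted next. Of the 2603 genes higher in c-MET/β-catenin livers on CD, 1343 (51.6%) were lower again on LPD than on CD, and 1 was higher still. Of the 2330 lower genes, 1035 (44.4%) were higher again, and 3 were lower still. These comparisons share the CD c-MET/β-catenin libraries, so the count was also simulated with LPD c-MET/β-catenin set equal to CD c-MET/β-catenin, where 20 simulations gave at most 1 gene in either direction. With the same fold change on both diets, simulations gave 47 to 83 and 22 to 41 such genes. With the interaction as the second criterion, 599 and 610 genes were counted. Without LPD c-MET/β-catenin replicate 3 the counts of tempered genes fell to 797 and 608. Among genes called on CD, the slope through the origin of the LPD effect on the CD effect was 0.309 (jackknife SD 0.086). It was 0.375 over the higher genes and 0.107 over the lower genes. Genes are not independent replicates, and the simulations with the same fold change on both diets gave slopes between 0.911 and 0.939. Of the genes called on CD, 76% changed in the same direction on LPD. Both diets called 165 genes, 155 of them in the same direction. When the 1000 most variable genes were split into 2 clusters, the cluster higher in CD c-MET/β-catenin held 553 genes and the other 447.

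**Figure D3:**
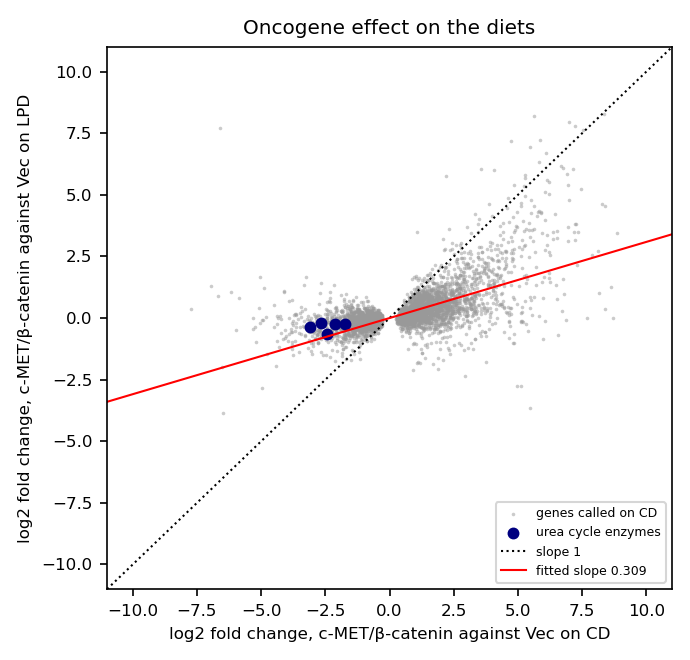
Each grey point is 1 of the 4933 genes that differed between c-MET/β-catenin and Vec on CD; the x axis is its log2 fold change on CD, the y axis that on LPD, and blue points are the 5 UCEs. The fitted line has a slope of 0.309, against a dotted line of slope 1.

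The count table's header carries dataset numbers that fall into 3 runs, and these are only partly balanced over the groups. Run 1 holds CD c-MET/β-catenin replicates 1 and 2, run 3 holds CD Vec replicates 1 and 2 and LPD Vec replicate 1, and run 2 holds the other 7 libraries. Run 1 thus holds only oncogene livers and run 3 only Vec livers, so the interaction has a value within run 2 alone. With the header term, every comparison that involves CD c-MET/β-catenin rests on its replicate 3 alone. Within run 2, where CD has 1 library per injection, the median interaction of the 5 UCEs was 1.98, against 2.02 over all libraries computed in the same way. The slope of the LPD effect on the CD effect within run 2 was 0.349, over 1526 genes chosen from the CD libraries of the other runs, against 0.317 for the same genes over all libraries.

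Gene lists were tested to compare processes, with 26 lists in each of 5 comparisons (130 tests). On CD, 16 lists passed the camera test, 11 up and 5 down, and 15 of them also passed fry, the exception being fatty acid and triglyceride synthesis. Fry passed 4 more on CD, which were other ammonia handling, T and NK cells, neutrophils and cholangiocytes, and for diet in c-MET/β-catenin livers also other ammonia handling and neutrophils. On LPD 12 lists passed (8 also by fry), for diet in Vec livers 8 (3 by fry), for diet in c-MET/β-catenin livers 15 (13 by fry), and for the interaction 16 (12 by fry). With the correlation between genes estimated for each list, 0 lists passed in any comparison, and 6, 7, 5, 8 and 8 had an unadjusted p under 0.05. The calls not held by fry were p53, serine catabolism, fatty acid synthesis and interferon on LPD. They were all but the UCE, Atf4 and serine catabolism lists for diet in Vec livers, fatty acid oxidation and endothelial cells for diet in c-MET/β-catenin livers, and p53, extracellular matrix, fatty acid oxidation and interferon for the interaction. Under total counts only, the medians below kept their sign except where stated. The UCE list had a median of -2.42 on CD (adjusted p = 2.04e-06), -0.25 on LPD (adjusted p = 0.117) and 1.89 for the interaction (adjusted p = 1.39e-06). On LPD it passed in 1 of the 12 fits, without LPD Vec replicate 2. Its median there ranged from -0.49 without LPD c-MET/β-catenin replicate 3 to -0.10 without LPD Vec replicate 1. The β-catenin targets, of which Glul also stands in the ammonia list and with Axin2 and Lgr5 in the zone 3 list, had a median log2 fold change of 2.84 on CD (11 of 11 genes higher, adjusted p = 5.3e-18) and 0.98 on LPD (11 of 11, adjusted p = 1.14e-16). Zone 3 hepatocyte genes, from around the central vein, had medians of 2.87 on CD and 1.53 on LPD. Zone 1 genes, from around the portal vein, had a median of -2.34 on CD (10 of 10 lower, adjusted p = 4.3e-10) and -0.06 on LPD (adjusted p = 0.462, and 0.07 with total counts only).

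The mitotic cell cycle list had a median of 4.22 on CD (18 of 18 higher, adjusted p = 2.15e-22) and 2.15 on LPD (18 of 18, adjusted p = 7.31e-30). DNA replication genes rose on CD (median 1.68, adjusted p = 5.55e-05) and not on LPD (0.06, adjusted p = 0.911). Genes of p53 and DNA damage had medians of 0.91 and 0.42 on CD and LPD, and extracellular matrix genes 2.20 and 0.19, of which the last did not pass (adjusted p = 0.692). Markers of HCC had medians of 3.64 and 2.13. The macrophage list had medians of 0.98 and 0.71, with 1.59 on CD without CD Vec replicate 3 and 0.64 without CD Vec replicate 2. The interferon response had medians of 2.45 and 0.93, with 1.43 on CD without CD c-MET/β-catenin replicate 3. The major urinary proteins fell on CD (median -4.39, adjusted p = 0.000252) and did not pass on LPD (0.34, adjusted p = 0.802). The amino acid response to Atf4 rose on CD (median 2.17, adjusted p = 0.000266), and serine and amino acid catabolism fell on CD (-0.99) and less on LPD (-0.26). That list lost its call on LPD without LPD Vec replicate 1 (median -0.10) or LPD c-MET/β-catenin replicate 2, with adjusted p up to 0.158. Fatty acid and triglyceride synthesis had medians of -1.57 and -0.92, where the value on CD became -0.63 (adjusted p = 0.0743) without CD Vec replicate 1. The T and NK cell list passed on LPD (median 0.79, adjusted p = 0.000589) and not on CD (0.75, adjusted p = 0.164). Where a list passed on 1 diet and not on the other, the interaction tested the difference. Its median was 2.22 for zone 1 (10 of 10 genes above 0, adjusted p = 3.2e-13), -1.47 for DNA replication (adjusted p = 4.42e-06), -2.17 for extracellular matrix (adjusted p = 4.42e-06), -1.99 for Atf4 (adjusted p = 1.72e-05) and 3.30 for the major urinary proteins (adjusted p = 5.36e-06), and 0.21 for T and NK cells, which did not pass (adjusted p = 0.992), like other ammonia handling (-0.34, adjusted p = 0.826). The Atf4 value became -1.20 without CD c-MET/β-catenin replicate 2. The other ammonia and glutamine handling genes did not pass camera on CD (median 0.55, adjusted p = 0.120), although 10 of 10 were called singly, 6 higher and 4 lower. They passed on LPD in the upward direction (adjusted p = 0.000375), although 4 of 10 were higher and the median of -0.10 became 0.02 with total counts only and 0.05 without LPD c-MET/β-catenin replicate 2. On CD and on LPD, the lists for pyrimidine synthesis (medians -0.30 and -0.16), fatty acid oxidation (-0.75 and 0.08), biological oxidations (-0.03 and 0.02), B and plasma cells (-0.32 and -0.04), neutrophils (1.95 and -0.52), endothelial cells (-0.26 and 0.08), stellate cells (-0.90 and -0.17) and cholangiocytes (0.33 and -0.20) did not pass. Of these, biological oxidations and endothelial cells on CD became 0.27 and 0.02, and B and plasma cells on LPD 0.06, with total counts only. On CD, cholangiocytes became -0.49 without CD c-MET/β-catenin replicate 1 and B and plasma cells 0.09 without CD Vec replicate 1. Biological oxidations became 0.17 there without CD Vec replicate 2. On LPD, fatty acid oxidation, biological oxidations, B and plasma cells and endothelial cells also changed sign without 1 library. Cholangiocytes and endothelial cells on CD and fatty acid oxidation on LPD passed in 1 of the 12 fits each.

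Cholesterol synthesis genes moved in opposite directions on the diets. On CD, 10 of 12 were higher in c-MET/β-catenin livers (median 1.11, adjusted p = 0.00261), and on LPD 12 of 12 were lower (median -1.66, adjusted p = 2.85e-27). The interaction median was -2.76 (12 of 12 below 0, adjusted p = 6.16e-20). In Vec livers 12 of 12 were higher on LPD (median 0.84, adjusted p = 1.16e-11), which did not pass fry (adjusted p = 0.0530). Hmgcs1 (Entrez 208715, chromosome 13 from 119690351 to 119708260) stood at 177.0 ± 85.25 CPM in CD Vec, 650.3 ± 232.5 in CD c-MET/β-catenin, 573.4 ± 125.8 in LPD Vec and 137.5 ± 31.56 in LPD c-MET/β-catenin (SD, n = 3 each). Its log2 fold change was 1.88 on CD (SE 0.39, adjusted p = 0.00326) and -2.06 on LPD (SE 0.39, adjusted p = 0.0275), and the latter was lost without any 1 of the 6 LPD libraries (adjusted p from 0.0631 to 0.109). Sqle (Entrez 20775, chromosome 15 from 59315092 to 59331193) changed by 1.71 on CD (SE 0.31, adjusted p = 0.00145) and by -1.85 on LPD (SE 0.31, adjusted p = 0.0140), the latter lost without LPD Vec replicate 1 (adjusted p = 0.0525) or 2 (0.0660). The calls on CD were lost with the header term for Hmgcs1 (2.06, adjusted p = 0.0707) and Sqle (1.5, adjusted p = 0.0719), as was that of Hmgcs1 on LPD (adjusted p = 0.0783).

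**Figure D4:**
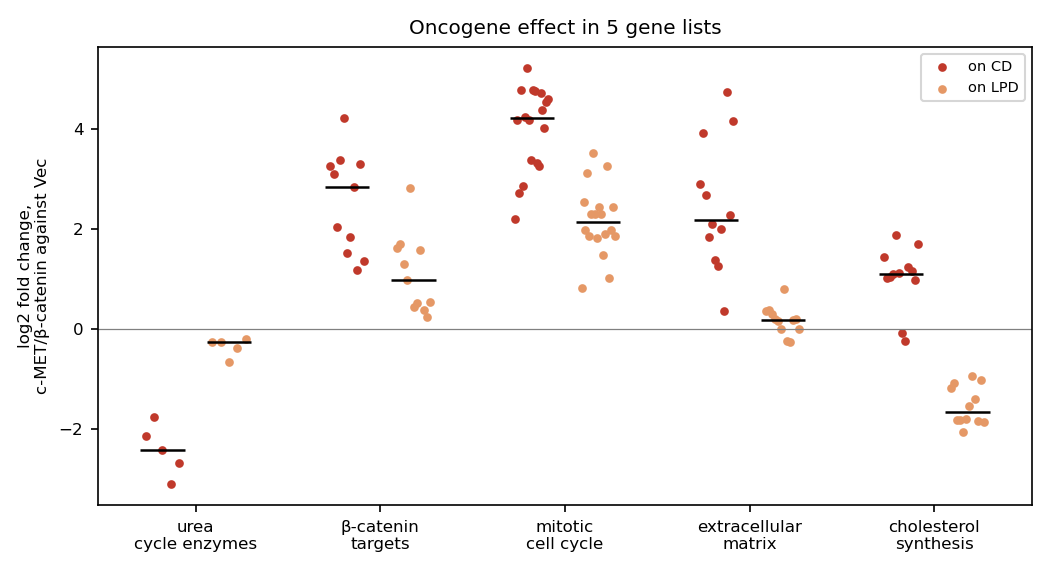
Log2 fold change of c-MET/β-catenin against Vec for each gene (points) of 5 lists, on CD (red) and on LPD (orange), with the list median as a black line. The cholesterol synthesis median is 1.11 on CD and -1.66 on LPD.

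For diet, the lists that passed in Vec livers besides cholesterol synthesis were the UCEs (median -1.17), other ammonia handling (-0.36), zone 1 (-0.80) and serine and amino acid catabolism (-0.80), all down, and β-catenin targets (0.43), p53 (0.25) and Atf4 (0.73), all up. The ammonia call was lost without CD Vec replicate 3 (adjusted p = 0.0718), and the Atf4 median became 1.44 without CD Vec replicate 1. In c-MET/β-catenin livers, LPD went with higher UCEs (1.34), zone 1 genes (1.42), major urinary proteins (3.25), fatty acid oxidation (1.07), B and plasma cells (0.83) and endothelial cells (0.36). It went with lower β-catenin targets (-1.07), zone 3 (-1.15), mitotic (-2.11), DNA replication (-1.34), extracellular matrix (-1.95), cholesterol synthesis (-1.83), HCC marker (-2.14), cholangiocyte (-0.39) and interferon (-2.02) lists. The cholangiocyte median became 0.22 without CD c-MET/β-catenin replicate 1 and the interferon median -1.08 without CD c-MET/β-catenin replicate 3. The fatty acid oxidation median was 0.70 without LPD c-MET/β-catenin replicate 2. The B and plasma cell call was lost in 4 of the 12 fits without 1 library and the endothelial call in 3, with adjusted p up to 0.0964 and 0.103.

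Single genes with the largest changes were read out by a fixed rule. On CD, H19 rose from 0.6305 ± 0.2923 to 100.7 ± 29.97 CPM (log2 fold change 7.30, SE 0.63, adjusted p = 2.76e-05). Sfrp2 and Dlk1 had at most 3 counts in every Vec library, so they were at least 156-fold and 68.4-fold higher on CD and at least 183-fold and 73.7-fold higher on LPD. The limit for Sfrp2 on CD was 59.2-fold without CD c-MET/β-catenin replicate 2. The Sfrp2 call on LPD was lost without LPD Vec replicate 1, 2 or 3, with adjusted p from 0.0506 to 0.0540. It was also lost with the header term, at an adjusted p that rounds to 0.05. The lowest on CD were Mup2 (-6.95, SE 1.71, adjusted p = 0.00948), Mup1 (-6.67, SE 1.14, adjusted p = 0.00115) and Hamp2 (-6.53, SE 0.97, adjusted p = 0.000521). The Mup genes form a family of near-identical copies, and Hamp2 has a close paralog, so how reads were shared among the copies is uncertain. On LPD, Car4 rose by 7.78 (SE 0.89, adjusted p = 0.00182), and Bcl6 (-2.15), Msmo1 (-2.09) and Hmgcs1 fell. Car4 went from 0.07997 CPM in LPD Vec to 18.32 in LPD c-MET/β-catenin, so its fold change is imprecise. It was also higher on CD, at 29.7 CPM in c-MET/β-catenin against 0.189 in Vec. Sfrp2 (adjusted p = 0.0587), Dlk1 (0.0650), Mup2 (0.133), Mup1 (0.120) and Hamp2 (0.0697) lost their calls on CD with the header term, and the Mup2, Mup1 and Hamp2 calls were also lost with the clock covariate. Bcl6 stood at 60.53 ± 9.472 CPM in LPD Vec and between group means of 13.65 and 19.13 CPM elsewhere.

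For diet in Vec livers, Slc34a2 (5.82), Asns (4.48) and Psat1 (3.91) were higher and Sulf2 (-2.64), Slco1a4 (-2.05) and Orm2 (-2.04) lower on LPD, with adjusted p from 0.00987 to 0.0328. All 6 depended on single libraries. Without LPD Vec replicate 3 the adjusted p was 0.0755 for Asns, 0.110 for Psat1, 0.0537 for Sulf2, and 0.179 for Slco1a4 and Orm2, and for Slc34a2 it was 0.0670 without CD Vec replicate 2 and 0.0609 without CD Vec replicate 3. Orm2 has close paralogs, and its counts are uncertain for that reason. In c-MET/β-catenin livers, Mup1 (6.18), Mup2 (5.86) and Mup8 (5.72) were higher and Ren1 (-6.22) and Mt2 (-5.78) lower on LPD, with adjusted p from 0.00381 to 0.0317. Mt2 rested on CD c-MET/β-catenin replicate 1, at 2031 CPM against 64.21 and 38.18 in replicates 2 and 3, and changed by -1.98 (adjusted p = 0.238) without it. It also lost its call without LPD c-MET/β-catenin replicate 1, 2 or 3 (adjusted p of at least 0.0873). Mup2 and Mup8 lost their calls without CD c-MET/β-catenin replicate 1 too (adjusted p = 0.109 and 0.0535), and Mup2 also without CD c-MET/β-catenin replicate 2 or 3 or LPD c-MET/β-catenin replicate 3. Mup1, Mup2, Mup8 and Mt2 lost their calls with the header term (adjusted p from 0.127 to 0.692), as did Psat1 and Orm2 in Vec livers (0.0749 and 0.106). With the clock covariate Mup2, Mup8 and Mt2 did so, and Psat1 and Slco1a4 in Vec livers.

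For the interaction, Mup2 (8.26, adjusted p = 0.0379), Mup1 (7.55, adjusted p = 0.0118) and Serpina4-ps1 (7.22, adjusted p = 0.0176) were the highest under the rule. Gldn (-6.44, adjusted p = 0.0107) and Cyp2c69 (-5.56, adjusted p = 0.00321) were among the lowest. Serpina4-ps1 is annotated as a transcribed pseudogene and Cyp2c69 belongs to a family of similar genes, so both counts are uncertain. Mup2 lost its call in 9 of the 12 fits without 1 library (adjusted p from 0.0576 to 0.0967), and its value became 4.77 without CD Vec replicate 3. The Gldn call was lost without LPD Vec replicate 3 (adjusted p = 0.0637) and the Serpina4-ps1 call without LPD Vec replicate 2 (adjusted p = 0.0544). Mup1, Mup2 and Serpina4-ps1 lost their calls under both added terms (adjusted p from 0.0918 to 0.353).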

Values the study reported

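In the study, a heatmap of the RNA-seq data contained 719 genes in a cluster A, raised by c-MET/β-catenin on CD, and 281 genes in a cluster B, lowered on CD, and both shifts were tempered on LPD. Protein supplied 21.6% of the calories in CD and 6.5% in LPD.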

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

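The tests in this part, the header term, the clock covariate and the simulations included, were chosen only after the result was seen, except 3 on the set of interaction genes (the slope within run 2, the slope with replicate 2 alone and the thinning), which were set before their own values were seen. Each result here was taken up because the effect of c-MET/β-catenin differed between the diets by a test of the difference itself.

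The injection by diet interaction called 1243 genes. In 100 splits that shuffled the diets among the libraries of each injection, drawn with the real one included, 1 gave as many genes, which was the real one. The nearest of the others gave 1038, and it was among 6 that kept the c-MET/β-catenin libraries with their diets (215 to 1038 genes), while no other split gave more than 1 gene. Splits that mix CD and LPD c-MET/β-catenin livers widen the spread within groups, so low counts in them follow from the design. These splits ask whether diet had any effect, and they are weak support for an interaction. Of the 1243 genes, 1210 were called on CD, 1209 of them with an interaction opposite to the effect on CD, 1059 were called between the diets in c-MET/β-catenin livers and 29 between the diets in Vec livers. The count fell to 391 without LPD Vec replicate 2 and rose to 1404 without CD c-MET/β-catenin replicate 3.

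Technical explanations were weighed first. Thinning every library to the smallest total gave 1141 genes, which argues against library size. Without the 20 genes with the highest counts 1240 genes were called, and with trends on GC content and transcript length removed 1328, which argues against those as the whole cause. The header runs are unbalanced over the groups, and a difference between batches could therefore raise or lower the effect on CD. Within run 2 the slope of the LPD effect on the CD effect was 0.349, over 1526 genes chosen from CD libraries outside that run, where a batch effect as the whole cause predicts a slope near 1. Within run 2 the CD effect rests on 1 library per injection. No simulation shows how far the noise of 1 library lowers a slope of 1, so the slope alone does not exclude the runs. The CD effect within run 2 had the same direction as outside the run in 97.7% of these genes. Its slope on the CD effect outside the run was 0.64. A smaller contribution of the runs stays open, because a term for them left 85 interaction genes (77 of them among the 1243), with 6 residual degrees of freedom instead of 8. All 1243 genes kept their sign with that term. Under it, CD c-MET/β-catenin replicate 3 alone set the level of its group, so lost calls need not mean a difference between runs. Run 1 differs from run 2 there only as replicates 1 and 2 differ from replicate 3, so the term cannot separate these runs from these mice. The term itself was past the threshold for 0 genes, and 609 of 13947 had an unadjusted p under 0.05, while run 2 against run 1 alone was past it for 7 genes.

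Harvest time was weighed through clock genes, since CD c-MET/β-catenin replicates 1 and 3 differed from the other libraries in them. The interaction computed with CD c-MET/β-catenin replicate 2 alone, whose clock genes resembled the Vec livers, had a slope of 0.881 on that computed with replicates 1 and 3. This was over 935 genes called without replicate 2, and 99.4% had the same sign. Both interactions use the other 9 libraries, so 20 simulations without an interaction in replicate 2 were run. In these 1810 to 2020 genes were called without replicate 2, more than the 935 observed, and over them the slopes were 0.116 to 0.15 and the same sign was seen in 67.8% to 70.8%. The observed values lie above these, which argues against clock phase as the whole cause. As a covariate the clock index left 211 genes, 196 of them among the 1243. These explanations are argued against as the whole cause, the header runs only on 1 CD library per injection. A smaller response to the oncogenes on LPD is then a hypothesis for the interaction. It may reflect fewer or smaller tumors at the common harvest, since a slope of 0.349 does not separate a weaker response per cell from fewer responding cells. The study reported a reduced tumor burden on LPD at that harvest.

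For the UCEs, the interaction was 2.72 for Cps1, 2.48 for Otc, 1.5 for Asl and 1.89 for Arg1, with a list median of 1.89. The median was 1.98 within run 2 (2.02 over all libraries computed in the same way) and 2.91 with CD c-MET/β-catenin replicate 2 alone, against 1.54 with replicates 1 and 3. Header runs as the whole cause would bring the first near 0, and clock phase the second. For the second the simulations gave -0.44 to 0.545, so clock phase is argued against as the whole cause. The first argues against header runs as the whole cause, but rests on 1 CD library per injection and was not simulated. With the header term the list median was 1.77, with an unadjusted fry p under 0.05, 0 enzymes called and 4 at an unadjusted p under 0.05. With the clock covariate it was 2.95, likewise under 0.05, with 3 called. The calls of Cps1 and Arg1 were lost in 6 of the 12 fits without 1 library each, with adjusted p up to 0.0742 and 0.0934.

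Part of the UCE interaction came from the Vec livers, where LPD itself went with lower levels. That difference accounted for 82.5% of the interaction of Ass1 and 77.8% of that of Asl, so the interaction of these enzymes is consistent with lower levels in LPD Vec livers. For Cps1, Otc and Arg1 the shares were 43.3%, 40.6% and 29%, which argues against it as the whole cause. A smaller share of oncogene-expressing hepatocytes on LPD would reduce every oncogene effect alike. Single genes near the floor in Vec did not all show this, since Sfrp2 (25.01 and 25.92 CPM in c-MET/β-catenin livers on CD and LPD) and Dlk1 (10.94 and 10.43) were as high on LPD while H19 (100.7 and 2.63) was not, but these few were named for their large changes and decide nothing. On LPD 22.8% of the enzyme loss was kept (9.2% to 35.1% leaving out 1 library) and 33.4% of the gain of β-catenin targets (27.6% to 39.7%). The ranges overlap, so fewer such cells cannot be told apart from a weaker repression per cell in bulk tissue, and the biological effect of diet stays open here. By other methods, the study reported a reduced tumor burden on LPD and fewer oncogene-expressing hepatocytes early after injection. It also found decreased UCEs in LPD mice at their own end point, which it attributes to the hepatocytes themselves. These reports go with fewer such cells on LPD, and the counts used here do not test them.

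Glul (-1.39), Axin2 (-1.63) and the β-catenin target list (median -1.33) had interactions below 0, as had zone 3 genes (median -0.70), which share Glul, Axin2 and Lgr5 with the targets. Both single-gene calls were lost under the added terms, with adjusted p of 0.176 (header) and 0.123 (clock) for Glul and 0.115 and 0.123 for Axin2. Zone 1 genes had a median of 2.22 and major urinary proteins of 3.30. The mitotic (-1.77), DNA replication (-1.47), p53 (-0.53), extracellular matrix (-2.17) and HCC marker (-1.76) lists were below 0. So were the Atf4 (-1.99), cholangiocyte (-0.60) and interferon (-1.42) lists, while serine and amino acid catabolism (0.71) and fatty acid oxidation (0.88) were above 0. Some of these rest on single libraries. The zone 3 median was -0.45 without CD Vec replicate 1 (not called, adjusted p = 0.0654), and the interferon median -0.57 without CD c-MET/β-catenin replicate 3 (not called, adjusted p = 0.393). The cholangiocyte median was -0.02 without CD c-MET/β-catenin replicate 1 and -0.94 without CD Vec replicate 3. The Atf4 median was -1.20 without CD c-MET/β-catenin replicate 2, and fatty acid oxidation lost its call in 5 of the 12 fits (adjusted p up to 0.182). With the header term the p53, extracellular matrix (median -0.65), serine catabolism, fatty acid oxidation and major urinary protein lists were not past an unadjusted 0.05 by fry, and the cholangiocyte median was 0.01. With the clock covariate the mitotic, p53, fatty acid oxidation and interferon (median -0.51) lists were not past it. Of these, fatty acid oxidation and interferon were not past it without a term either. The interferon list was past it only with the header term (median -2.05).

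Like the whole set of interaction genes, most of these lists may follow a smaller oncogene response on LPD (slope within run 2 of 0.349). The Atf4, serine catabolism and p53 lists are different. Between the diets they did not pass in c-MET/β-catenin livers (medians -0.24, -0.09 and -0.28, adjusted p = 0.544, 0.430 and 0.254) and passed in Vec livers (0.73, -0.80 and 0.25, adjusted p = 9.95e-13, 1.16e-11 and 0.00406, the last not held by fry), so their interaction goes at least in part with the level in LPD Vec livers. The Atf4 median in Vec livers was 1.44 without CD Vec replicate 1.

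Cholesterol synthesis stands apart, because its genes rose on CD and fell on LPD. The interaction was -3.94 for Hmgcs1, -3.55 for Sqle and -2.76 for the list median, and a smaller response alone would not turn the sign. The list median was -2.48 within run 2 and -3.07 with CD c-MET/β-catenin replicate 2 alone, with 12 of 12 genes below 0 in both. For the latter the simulations gave -0.635 to 0.407, which argues against clock phase as the whole cause. The former argues against header runs as the whole cause, but rests on 1 CD library per injection and was not simulated. With the header term and the clock covariate the list medians were -2.70 and -3.08, both with an unadjusted fry p under 0.05. The calls of Hmgcs1 and Sqle for the interaction held with either term. In Vec livers LPD went with higher levels of these genes, so the fall on LPD is measured from a raised level. A response of sterol synthesis to diet or feeding state that c-MET/β-catenin alters is a candidate explanation, found on the same data and not tested beyond these values, and the methods of the study set a fast before mouse experiments unless specified otherwise.

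Among the genes named by rule, the interaction was 8.26 for Mup2, 7.55 for Mup1 and 7.22 for Serpina4-ps1, and -6.44 for Gldn, -5.56 for Cyp2c69 and -4.28 for Asns. Reads shared between paralogs could move counts among the Mup genes and to Serpina4-ps1 and Cyp2c69, and the count table does not decide this. Mup2 differed widely between CD Vec mice (6.83, 22.5 and 458 CPM), and its interaction was 4.77 without CD Vec replicate 3. The Gldn call was lost without LPD Vec replicate 3 (adjusted p = 0.0637), and that of Serpina4-ps1 without LPD Vec replicate 2 (adjusted p = 0.0544). Under the added terms, the calls of Mup1 (adjusted p = 0.197 header, 0.125 clock), Mup2 (0.263, 0.353) and Serpina4-ps1 (0.0918, 0.177) were lost, and the last moved to 10.85 with the header term. The call of Asns was lost with the header term (adjusted p = 0.0568) and that of Gldn with the clock covariate (-6.20). For Asns the interaction came from the Vec livers, where Asns was higher on LPD by 4.48. In c-MET/β-catenin livers it stood at 13.4 CPM on CD and 15.32 on LPD. Cyp2c69 owed part of its interaction to Vec livers too, at 1.627 CPM on CD and 18.9 on LPD. In c-MET/β-catenin livers it stood at 64.7 and 15.79 CPM.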

How the results depend on the processing

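The alternatives with a term for header runs, with a clock covariate and with GC and length trends removed were chosen only after the result was seen. The count on CD stayed between 4251 and 4859 genes in the 12 fits without 1 library, the slope between 0.253 and 0.351 and the first cluster between 535 and 572 genes. All 5 UCEs were called on CD in those fits. Under the RLE factors, the filter at 1 CPM, removal of the 20 genes with the highest counts, and removal of GC and length trends (known for 93.9% of tested genes), no count moved by over 1.5 times.

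Among the methods for counts, DESeq2 called 481 genes on LPD, 340 for diet in Vec livers, 2 UCEs there and 2032 interaction genes (1240 of them among the 1243). The share of higher genes for diet in Vec livers was 42.4% under DESeq2 against 60.5%. Total counts only gave 66 genes for diet in Vec livers and 660 tempered genes of the lower set, through the shift of all genes it allows (0.278 on CD and -0.156 for the interaction in the median). It also turned Met to 0.02 and Cad to 0.02 on CD. Fits to the 2 groups compared gave 3014 genes on CD, 505 on LPD and 3 for diet in Vec livers, with 0 UCEs there (5 at an unadjusted p under 0.05), 1 UCE for diet in c-MET/β-catenin livers and 668 tempered lower genes. These have fewer libraries to estimate the spread from.

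The replicate numbers did not pair the mice, since 18 correlations between libraries of the same number lay between -0.183 and 0.167. With them as a block, 16 genes were called for diet in Vec livers, 0 UCEs there (4 at an unadjusted p under 0.05) and 812 interaction genes, with Ass1 called (1.84, adjusted p = 0.0264). A 2-fold threshold gave 2659 genes on CD, 1505 for diet in c-MET/β-catenin livers, and 870 and 403 tempered genes. An adjusted p under 0.1 gave 342 genes on LPD, 191 for diet in Vec livers and 2201 for the interaction. The interaction as the second criterion gave 599 and 610 tempered genes. For lists, camera with an estimated correlation called 0 in each of the 5 comparisons (6, 7, 5, 8 and 8 at an unadjusted p under 0.05), and fry 3 for diet in Vec livers.

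The header term gave 945 genes and 2 UCEs on CD, 75 genes on LPD, and 16 genes and 0 UCEs (4 at an unadjusted p under 0.05) for diet in Vec livers. It gave 618 genes and 0 UCEs (2 unadjusted) for diet in c-MET/β-catenin livers, 85 genes and 0 UCEs (4 unadjusted) for the interaction, and 311 and 132 tempered genes. Ass1 between the diets in c-MET/β-catenin livers turned to -0.36. The term takes up 2 of 8 residual degrees of freedom and is unbalanced over groups. It leaves CD c-MET/β-catenin replicate 3 alone to set the level of its group. Calls lost in comparisons with that group therefore need not reflect a difference between runs. The clock covariate gave 1626 genes on CD, 1527 for diet in c-MET/β-catenin livers, 211 for the interaction, and 660 and 332 tempered genes. It turned Met to 0.07 and Arntl, itself a clock gene, to -0.32 on CD. For the changes in this part not explained by construction, the cause was not tested.

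Leaving out 1 library moved several counts. Genes on LPD ranged from 52 (without LPD Vec replicate 1) to 254 (without CD Vec replicate 2), and for diet in Vec livers from 5 (without LPD Vec replicate 3) to 104 (without CD c-MET/β-catenin replicate 1). For diet in c-MET/β-catenin livers they ranged from 1585 (without LPD c-MET/β-catenin replicate 3) to 3660 (without CD Vec replicate 2), and for the interaction from 391 (without LPD Vec replicate 2) to 1404 (without CD c-MET/β-catenin replicate 3). UCEs called ranged from 0 to 1 for diet in Vec livers, from 1 to 3 in c-MET/β-catenin livers and from 2 to 5 for the interaction. Tempered genes ranged from 797 to 1514 and from 608 to 1239, each lowest without LPD c-MET/β-catenin replicate 3 and highest without CD Vec replicate 2. Lists for diet in Vec livers ranged from 8 to 13, the latter without CD Vec replicate 1. Ass1 between the diets in c-MET/β-catenin livers ranged from -0.05 (without CD c-MET/β-catenin replicate 2) to 0.82, Cad on CD from -0.52 to 0.20 (without CD Vec replicate 2) and Pcna on CD from -0.09 (without CD c-MET/β-catenin replicate 3) to 0.26.

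Over 86 single-gene results, DESeq2 weakened 1 (Mt2, with no adjusted p) and strengthened 4. No filter weakened 8, the fits to 2 groups 12 of 70, the block 7, the header term 41 and the clock covariate 20. In the 1032 values without 1 library, 79 were weaker and 5 stronger. DESeq2 gave no values for lists or clusters.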

Other observations

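Apart from the comparisons of groups and the clusters, the tests in this part were chosen only after the result was seen. For each of the 4 comparisons of 3 against 3 libraries, 1 of the 10 splits of the 6 libraries gave as many called genes, which was the real one. This holds for c-MET/β-catenin on CD and on LPD and for diet in Vec and in c-MET/β-catenin livers, and the highest count of another split was 1. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart from the groups by splits alone in these 4 comparisons.

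Clock genes varied among the CD c-MET/β-catenin livers. The clock index was 1.18, -4.27 and 0.40 in replicates 1, 2 and 3, and between -5.44 and -5.17 in CD Vec livers. Arntl stood at 33.5, 2.2 and 16.6 CPM in these 3 libraries, and its log2 fold change on CD was 3.45 (SE 0.76, adjusted p = 0.00467), and 3.07 with the header term (adjusted p = 0.153). Replicates 1 and 2, which share header run 1, differed by 5.45 in the index, while replicates 1 and 3, from different runs, differed by 0.78, which argues against the header run as the cause. Within the other groups the index spanned at most 1.44. Oncogene burden could have differed instead, but Axin2 stood at 64.2 CPM in replicate 2, against 94.8 and 64.2 CPM in replicates 1 and 3, and 3 libraries leave this undecided. The methods of the study set a common hour for mouse experiments unless specified otherwise, and the labels give no hour for single mice. A disturbed clock in tumor tissue or a harvest away from that hour may explain the shift, and neither was tested.

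The transcripts Rmrp, Rpph1 and Rn7sk, which carry no poly(A) tail, stood at no more than 4.11 CPM in any library. This is consistent with selection of poly(A) transcripts, as described in the methods of the study, rather than the depletion of ribosomal RNA described in the labels. The limit is that reads mapping to several places may have been dropped before counting, and that the histone gene H1f2 stood at a mean of 75.2 CPM.

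LPD in Vec livers and c-MET/β-catenin on CD shifted genes in similar directions. Their log2 fold changes had a correlation of 0.281 across genes, which are not independent replicates, and 30 of the 32 genes called in both had the same sign. Both comparisons use the CD Vec libraries, which favours the same sign. The count of 30 was not simulated, so nothing is drawn from it. For the correlation, 20 simulations with LPD Vec set equal to CD Vec gave values between 0.131 and 0.192. The observed value lies above that range. The simulations drew each gene on its own, without differences between mice that many genes share. CD Vec replicate 2, which lay apart on the second component, enters both comparisons. The shared libraries are therefore not excluded as the cause of the correlation. In the same way, genes that changed on CD and moved back on LPD share the CD c-MET/β-catenin libraries, and simulations with the same fold change on both diets gave at most 83 such genes in either direction, against 1343 and 1035. A low-protein diet may shift some of the genes that the oncogenes shift, a hypothesis found on the same data and not settled by these simulations.

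Hbb-bs, which encodes a hemoglobin chain, was higher in c-MET/β-catenin livers on CD (log2 fold change 1.97, adjusted p = 0.00324) and lower on LPD than on CD in c-MET/β-catenin livers (-2.17, adjusted p = 0.00445). The labels name hepatocytes as the cell type of a whole-liver extract, and contamination with blood was not tested. The calls depended on added terms, since the value on CD was 0.40 (adjusted p = 0.594) with the clock covariate and 1.80 (adjusted p = 0.156) with the header term, and that between the diets -2.04 (adjusted p = 0.0751) with the header term. In CD c-MET/β-catenin replicate 3, Cps1 and Ass1 had the same count of 12649 in the deposited table.

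Among the 1000 most variable genes, the cluster lower in CD c-MET/β-catenin held 447 genes. This is larger than the cluster the study describes for genes lowered on CD, from its own selection of genes and settings.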
